A study of Mus musculus with 8 samples. Its data were reported in "Identification, Characterization, and Heritability of Murine Metastable Epialleles: Implications for Non-genetic Inheritance" (2018).

How the data were processed

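Methylation was measured by whole-genome bisulfite sequencing in 8 samples from mouse spleen lymphocytes, in 4 groups of 2 (female B cells, female T cells, male B cells and male T cells). Both samples of a group shared 1 deposited file. The labels do not say whether the file merges both samples or holds 1 of them. The name of each file carries the number of 1 of its 2 samples, which points to a single library, but no label states this, and each file was treated as a single measurement of its group.

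Each deposited file gave, for every CpG, the methylation level as a fraction to 3 decimals and the coverage as a count of reads. The fraction deposited by the authors is methylated over all reads, and in 100% of entries it lay within 0.00101 of a whole number of reads over the coverage. The most deeply covered entries (1957 to 2159 per file) pass this by construction or nearly so, and the whole number recovered there is not certain. Per the deposited values, strands were merged, every entry had 5 or more reads, and all entries lay on CpGs of the GRCm38 reference. The aligner, its filters, duplicate removal and conversion rate are not stated in the labels, the files or the methods text used here, and a pipeline description that the study refers to was not used. The labels name synthetic fragments added to measure conversion, and no values of these are in the files used. The labels also state that part of each sample was oxidized, and the files are named as plain bisulfite libraries. The female files hold no entry on Y, and whether Y was left out of their processing is not stated. The CpG filter removes lightly covered positions before any analysis here, so repeats where reads map poorly are under-represented. PCR duplicates, if kept, would make counting errors larger than stated. Intervals cover counting error only.

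Methylated reads were recovered as the fraction times the coverage, rounded. Global levels were methylated over all reads on the 19 autosomes, with a 95% normal interval; the Wilson interval was used for mitochondrial levels. Windows of 1 kb were used where at least 3 CpGs had 5 or more reads in all 4 files. The reads of a window were fitted by a quasi-binomial logistic model with cell type and sex as terms, which leaves 1 residual degree of freedom. The dispersion was squeezed across windows with squeezeVar of limma 3.58.1 in R 4.3.3, and terms were tested by F tests with Benjamini-Hochberg adjustment. Windows were called at an adjusted p under 0.05 and a mean difference of 20 percentage points or more. Autosomes and X were adjusted apart for sex.

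The dispersion prior was changed after results had been seen. With a prior estimated from all windows, the procedure recovered 0 of 2000 windows simulated with a B and T cell change of 30 points and 0 of 200 simulated with a sex change, among 200000 windows, because windows with few reads of one kind have residuals near 0. The prior was then estimated from windows with at least 5 expected methylated and 5 expected unmethylated reads in every file. The change recovered 1824 of 2000 (91.2%) with 9 false calls for B against T, and 156 of 200 (78.0%) with 3 false calls for sex. The counts from the earlier prior on the real files were already known at that point and are given among the alternatives. The simulated windows all had the dispersion of 1.25 seen in the files on average, which is what the prior used assumes. Changed windows were placed only at intermediate levels, while the median level of all windows tested was 90.9%. The recovery therefore does not show how the test performs at high levels or where the dispersion differs between windows. With the prior used, the estimated prior degrees of freedom were in effect infinite, so every window received nearly the same dispersion, with a mean of 1.25. The p-values of windows therefore rest on an average spread between files and not on the spread of pools at that window. Very small values overstate the certainty for any single window.

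Promoters were the annotated transcription start (GENCODE M21) with 1 kb to either side and were tested by the same model. Fisher's exact test in each pair of files, limma on log2 ratios of methylated and unmethylated reads with a pseudocount of 1, and other window sizes, coverage minimums and thresholds were alternatives.

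IAP positions and classes were taken from the lists given with the study, and no values were taken from those lists. The class of control IAPs is not the study's. It was defined here as the IAPs that the study tested experimentally and that are on neither its VM-IAP list nor its lower list. Absence from both lists favours low variation, so a smaller range at control IAPs was partly built in. An end needed 4 of its 8 distal CpGs with 5 or more reads in every file, its level was the mean over those CpGs, and the end with the larger range stood for the element. Against matched regions and flanks, ends were averaged. Matched regions were 10 runs of 8 CpGs within 5 percentage points of level, 1.25 times of depth and 2 times of span. Lists were compared by two-sided permutation tests with 100000 resamples (sign flips for paired values, and all flips where 12 or fewer values were compared). Copies of LTRs were found with blastn 2.17.0. Counting error was simulated from each end's mean level and coverage, in 200 draws, with CpGs read independently or all on the same reads.

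Computation used python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0. The tests, groups, alternatives and rule for named items were fixed before the data were examined, apart from the dispersion prior and the alternatives stated as added. Windows were named as the 5 in each direction with the largest value of the smaller of the 2 differences, among calls with both differences of one sign. Genes and IAPs were named from lists, with IAPs chosen from those the study names. Mitochondrial CpGs, Y and unplaced contigs entered no comparison between groups.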

Results

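DNA methylation was measured by whole-genome bisulfite sequencing in B lymphocytes at rest and in CD4+ naive T lymphocytes of C57BL/6J mice, an inbred laboratory strain, with cells pooled over animals. In this assay bisulfite converts unmethylated cytosines, so that the share of unconverted reads at a CpG is its methylation level. 5-methylcytosine and 5-hydroxymethylcytosine are read alike. The 8 samples fell into 4 groups of 2, given by sex and cell type. Each group had 1 file, and whether that file merged both samples or held 1 of them is not stated, so there are no replicates within a group and no spread between pools of one kind. A B cell and T cell difference was therefore seen once in each sex, and a difference between the sexes once in each cell type.

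The autosomes of the female B cell, female T cell, male B cell and male T cell files held 278275973, 339923001, 309917919 and 333249103 CpG reads. The mean depth per autosomal CpG was 14.6, 17.7, 16.1 and 17.3 reads in the same order, over 93.2%, 94.5%, 94.2% and 94.6% of the autosomal CpGs of the reference. All 4 files covered 18216084 autosomal CpGs with 5 or more reads. Positions are on GRCm38 (mm10).

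The labelled sex was checked on the sex chromosomes. X depth over autosome depth was 0.887 and 0.865 in the female B and T cell files and 0.518 and 0.510 in the male B and T cell files. Y was listed at 60106 CpGs in male B cells and 67067 in male T cells, and the female files listed none. Because CpGs under 5 reads are left out of the files, X depth is overstated in the male files, where X has fewer reads. The Xist promoter (X: 103482254-103484254, the transcription start with 1 kb to either side) was 50.3% and 50.1% methylated in female B and T cells, over 382 and 615 reads. In male B and T cells it was 94.0% and 95.3% methylated, over 249 and 300 reads.

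Promoters of lineage genes were compared next, as a check of the cell type labels. Of 18 genes listed for the purpose, 13 were called different between B and T cells by the quasi-binomial model (adjusted p under 0.05 and a mean difference of 20 percentage points or more), and 13 were called when adjusted over the list alone. All 8 B cell genes had less methylation in B cells in both sexes. Of the 10 T cell genes, 9 had more methylation in B cells, and Cd28 was the exception, with a B minus T difference of -3.29 points (adjusted p 0.602). The largest difference was at Cd3d (9: 44980786-44982786), which was 95.5% and 95.3% methylated in female and male B cells and 8.33% and 5.87% in female and male T cells, over 336, 316, 348 and 409 reads (adjusted p 7.14e-07). At Ms4a1 (19: 11265241-11267241) the B cell files gave 10.5% in females and 15.3% in males, against 93.6% and 93.5% in T cells (adjusted p 7.95e-06). The promoters of Ebf1, Bcl11b, Tcf7 and Pax5 had low levels in every file and differed by under 20 points. Across 21084 promoters tested, 193 were called, 102 of them higher in B cells and 91 lower.

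**Figure D1:**
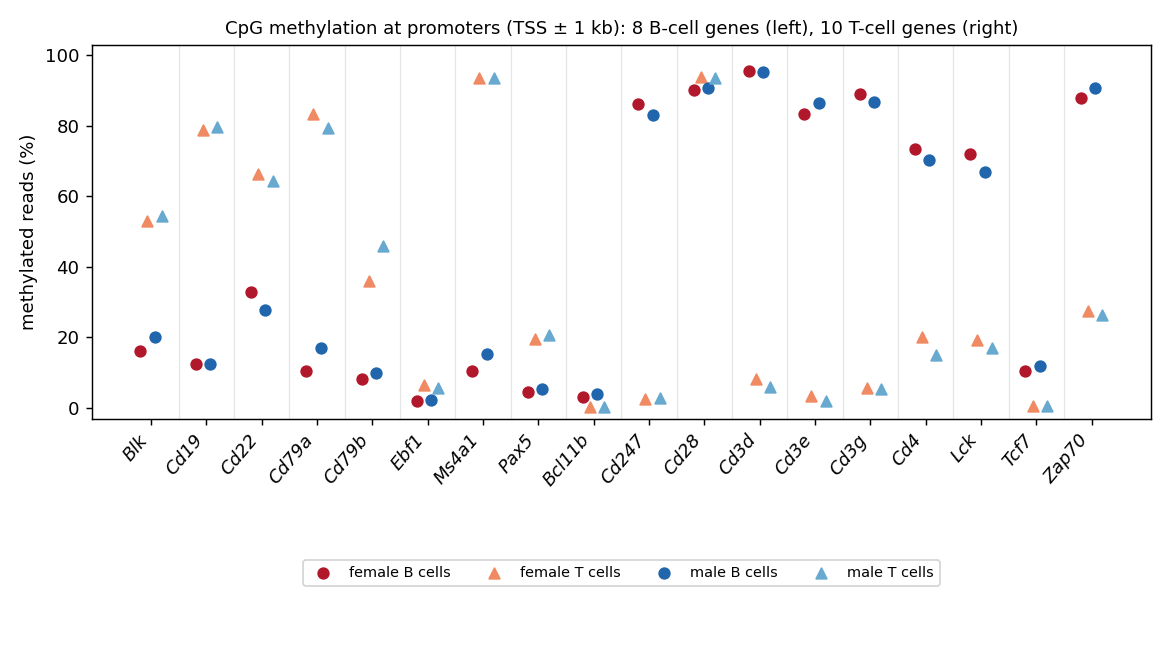
CpG methylation at the promoters of 8 B cell genes and 10 T cell genes, with 1 point per file. The vertical axis gives the percent of reads methylated, circles are B cells and triangles are T cells. At Cd3d the B cell files sit at 95.5% and 95.3% and the T cell files at 8.33% and 5.87%, while at Cd28 all 4 files lie near the top.

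Global methylation was compared between cell types and sexes. Pooled over all autosomal CpG reads it was 80.7% in female B cells, 79.5% in female T cells, 79.7% in male B cells and 79.6% in male T cells. The 95% confidence interval of counting error (normal approximation) was at most 0.00464 points to either side, and no interval for the spread between pools could be had. B minus T was 1.14 points in females and 0.0551 points in males. Female minus male was 0.960 points in B cells and -0.123 points in T cells. As a mean over CpGs, B minus T in females fell to 0.150 points, and female minus male in T cells changed sign to 0.108 points. With a minimum of 10 reads, B minus T in males changed sign to -0.0127 points.

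To locate differences between B and T cells, 2018320 windows of 1 kb were tested, with a median of 106 CpG reads per window and file over a median of 7 CpGs. The model called 41928 windows (2.08%), of which 23510 were higher in B cells and 18418 lower. In 41926 of them the difference had the same sign in females and in males, and the median size was 30.04 points. Across the called windows, which are not independent replicates and were chosen for a large mean difference, B minus T in females and in males correlated with r = 0.966. Those higher in B cells averaged 81.6% and 81.3% in female and male B cells against 46.4% and 46.2% in female and male T cells. Those lower in B cells averaged 47.7% and 47.0% in B cells against 80.7% and 81.0% in T cells. Of the alternatives, a difference threshold of 10 points moved the count most, to 84620. A prior for the dispersion taken from all windows gave 24274 calls in 1 kb windows and 0 in 500 bp windows in the quasi-binomial model (263820 windows of 500 bp at an unadjusted p under 0.05), while limma on log2 ratios called 20613 windows of 1 kb. That prior was the one used first, and it was replaced after these counts had been seen, because it recovered none of the windows changed in simulated data.

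Introns held 48.3% of the windows higher in B cells and 43.4% of those lower, against 32.4% of all windows tested. Intergenic sequence held 35.3% and 40.6%, against 54.3% of those tested. Promoter windows made up 2.83%, 3.15% and 2.73%. Autosomes held nearly all calls, with 523 on X.

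The named windows are those with the largest value of the smaller of the female and male differences. In the direction of higher methylation in B cells, an intronic window of Tnrc6b (15: 80892001-80893000) was 97.2% and 98.1% methylated in female and male B cells and 0% in both T cell files, over 36 to 52 reads. A window in an intron of Inpp4b (8: 81772001-81773000) differed by 97.4 points on average. One in an intron of Cdyl2 (8: 116590001-116591000), with 19 CpGs and 270 to 451 reads per file, differed by 95.3 points. Exonic sequence of Amn1 (6: 149183001-149184000) differed by 95.9 points, and an intergenic window (18: 5347001-5348000), 12194 bp from the start of Zfp438, by 95.6 points. In the other direction, an intergenic window (5: 136641001-136642000) lay 51146 bp from Myl10 and had a mean B minus T of -96.2 points. The others lay in a UTR of Memo1 (17: 74201001-74202000, -95.7 points), at the start of Ms4a1 (19: 11266001-11267000, -92.5 points), in an intron of Rtf1 (2: 119682001-119683000, -93.5 points) and in an exon of 1700027J07Rik (10: 43746001-43747000, -91.8 points). All 10 had an adjusted p of 1.14e-30 or less.

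Sex was tested in the same fit. On autosomes, 20 of 1950708 windows were called, 17 of them higher in females and 3 lower. An unadjusted p under 0.05 was found in 92265 windows (4.73%), and 441 passed an adjusted p under 0.05 at any size of difference. The same model applied to the only remaining way to split the 4 files into pairs, female B with male T against the others, called 7 autosomal windows, with 62647 at an unadjusted p under 0.05 and 152 past the adjusted one at any size. Of the alternatives, a difference threshold of 10 points moved the count most, to 221. Without a term for cell type the quasi-binomial model called 0 windows (29059 at an unadjusted p under 0.05). limma on log2 ratios called 0 windows (101039 at an unadjusted p under 0.05), and Fisher's exact test called 8. The largest call (6: 124639001-124640000), intergenic and 2916 bp from C1s2, was 89.9% and 94.9% methylated in female B and T cells and 27.3% and 21.4% in male B and T cells. Its read numbers differed as well, with 365 and 335 in the female files and 1167 and 1479 in the male files. Further windows higher in females lay in an intron of Gm19585 (17: 52032001-52033000, 44.7 points), between genes (3: 149744001-149745000, 31.4 points, and 5: 85866001-85867000, 28.0 points) and at a UTR of Ifi203 and an intron of Mndal (1: 173920001-173921000, 29.9 points). The 3 windows lower in females differed by -21.4 points (9: 89066001-89067000, intergenic), -22.4 points (4: 44098001-44099000, an intron of Gm12503) and -23.0 points (9: 96544001-96545000, an exon of Rasa2). The difference at Rasa2 came mainly from T cells, with -39.7 points there and -6.31 points in B cells.

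On X, where females carry an active and an inactive copy, 1791 of 67612 windows were called, 1548 higher in females and 243 lower. A dispersion prior from all windows in 500 bp windows took this count to 0 in the quasi-binomial model (8933 windows at an unadjusted p under 0.05), against 1061 by limma on log2 ratios and 1144 by Fisher's exact test, and a threshold of 10 points raised it to 2907. Windows higher in females averaged 45.3% and 43.7% in female B and T cells against 15.1% and 13.9% in male B and T cells. Of 1934 X promoter windows tested, 773 were higher in females. Among X windows of at most 20% in both male files, the median level was 35.4% and 34.2% in female B and T cells, while autosomal windows chosen in the same way had medians of 4.71% and 4.42% in those files. The named windows higher in females lay in an exon of Fgf13 (X: 59566001-59567000, 53.5 points), a UTR of Stag2 (X: 42150001-42151000, 51.5 points), introns of Sh3kbp1 (X: 159757001-159758000 and X: 159769001-159770000, 50.5 points each) and 443 bp from Tlr7 (X: 167331001-167332000, 47.5 points). Lower in females were windows in introns of Firre (X: 50583001-50584000, -66.1 points, and X: 50623001-50624000, -57.8 points), near Firre (X: 50550001-50551000, -52.8 points), in an intron of 4933407K13Rik (X: 75733001-75734000, -57.0 points) and in exons of Xist and Tsix (X: 103482001-103483000, -51.4 points).

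Intracisternal A particles (IAPs) are endogenous retroviruses with a long terminal repeat (LTR) at each end. Those the study lists as variably methylated (VM-IAPs) were examined for how far the 4 files differed. The list was drawn up by the study on libraries that may include these, so the comparisons below are not independent evidence. The level of an element end was the mean over its 8 most distal CpGs, and the range was the highest minus the lowest file. Of 105 VM-IAPs, 100 were measured, with a mean range of 20.3 ± 11.2 points (SD over elements) and 30 elements at 25 points or more. Their mean level was 62.3%, with 14.1 reads per CpG. Control IAPs, which the study tested and which are on neither of its lists (22 measured), were thus in part chosen for low variation. They had a mean range of 8.28 ± 4.45 points at a level of 94.8%, and none reached 25 points. The difference of 11.97 points had p 1e-05 in a two-sided permutation test, the smallest p the resampling can give. Taking the second highest minus the second lowest file reduced it to 3.71 points (p 0.00967). The study's lower list (72 of 76 measured) had a mean range of 11.6 points at a level of 83.8%.

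**Figure D2:**
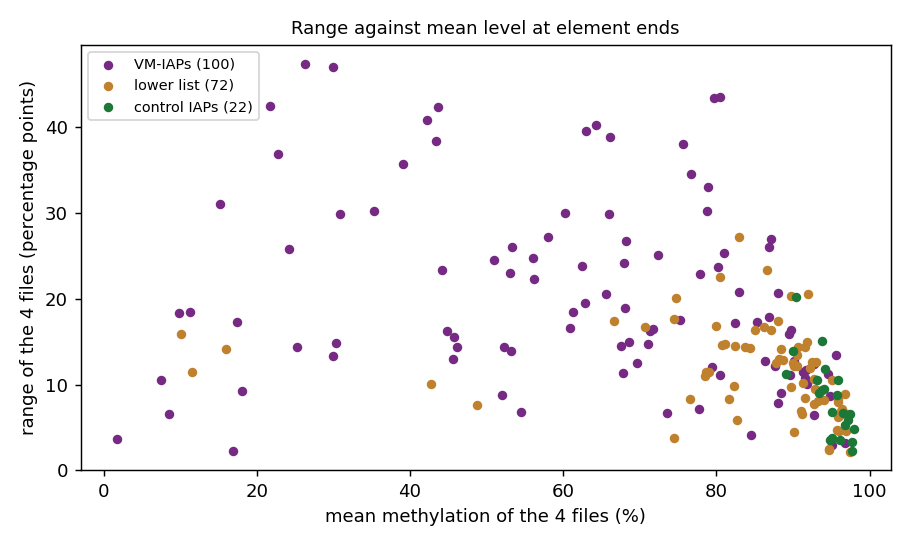
Range of the 4 files (vertical axis, percentage points) against their mean methylation level (horizontal axis, percent), with 1 point per element. VM-IAPs number 100, the lower list 72 and control IAPs 22. Control IAPs sit at high levels with ranges up to 20.2 points, and VM-IAPs reach 47.4 points.

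Control IAPs are almost fully methylated, which leaves little room for a range, so each VM-IAP was also set against 10 runs of 8 CpGs matched on level, depth and span. The ranges at VM-IAP ends, here averaged over both ends, were 15.5 points against 13.7 points in matched regions, a difference of 1.78 points (permutation p 0.0348), and 52 of 100 elements exceeded their matched mean. This difference was not past the threshold when any file was left out, and without the female T cell file it was 0.492 points (p 0.546). Against the next 8 CpGs outward, the element ends had a range 4.79 points larger (permutation p 1e-05, the smallest possible), in 63 of 95 elements, with the flanks at a mean level of 79.3%. Imprinted promoters are also partly methylated: 6 of 8 examined had a mean between 20% and 80%, and their mean range was 8.13 points. These are pooled over 2 kb and 86 to 2136 reads per file, which lowers counting error where reads are many, so this range is not directly comparable with those of element ends.

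Counting error alone bounds what such ranges can show. If CpGs of a run were read independently, elements of a single fixed level would have given a mean range of 8.995 points at these depths. If all CpGs of a run lay on the same reads, they would have given 22.5 points, above the 20.3 points observed. At control IAPs the shared-read limit was 11.3 points against 8.28 observed, and at the lower list 16.8 against 11.6. These values argue against counting error at the upper limit in those 2 sets. The files do not hold the reads, so where between the limits the error lies at VM-IAPs is unknown.

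The composition of the differences was examined next. Of the sum of squares between files at VM-IAPs, 39.9% lay between B and T cells, 33.99% between the sexes and 26.1% in the interaction, compared with 81.2%, 11.3% and 7.52% at matched regions. The mean B minus T over VM-IAPs was 0.619 ± 11.5 points (SD over 100 elements, permutation p 0.592). Female minus male in B cells and in T cells was not correlated across elements (Pearson r = 0.134, permutation p 0.182; Spearman rho = 0.142, permutation p 0.159), and elements are not independent replicates. With the 2 elements farthest from the median left out, r was 0.152, and with a minimum of 10 reads it was -0.209 (permutation p 0.0741). On autosomes alone (95 elements) r was 0.0762 (permutation p 0.464). In control IAPs r was 0.132 (permutation p 0.553). In the 1890 matched regions r was 0.199 (permutation p 0.0001, the smallest that 10000 resamples can give) and rho was 0.0363 (permutation p 0.118).

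**Figure D3:**
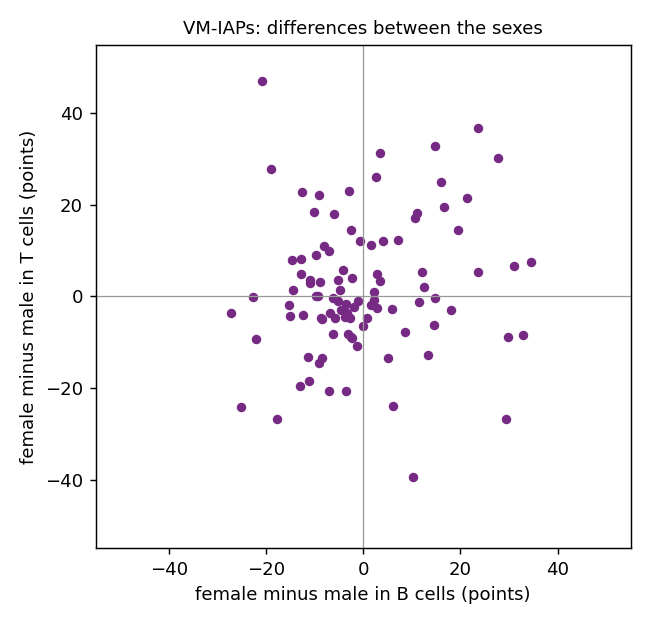
Female minus male methylation at each of the 100 VM-IAPs in B cells (horizontal axis) and in T cells (vertical axis), in percentage points. The points spread into all 4 quadrants, with r = 0.134.

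In the 39 elements with an LTR at each end, internal sequence between them and both ends measured, the 5′ range exceeded the 3′ range by 2.09 ± 15.1 points (SD, permutation p 0.394). VM-IAPs with the IAPLTR1_Mm repeat (26) and the IAPLTR2_Mm repeat (31) had mean ranges of 22.7 and 24.4 points (difference -1.69 points, permutation p 0.583). Their mean levels were 65.7% and 56.0% (difference 9.66 points, permutation p 0.165). The difference in range changed sign to 1.18 points without the female T cell file.

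Of 12 elements listed here from those named in the study, 11 passed the coverage minimum, and that near Gm13849 did not. The study also names Gpsm1 and Zak, which were not on this list. Both were measured among the control IAPs, with ranges of 8.74 and 11.8 points. Marveld2 (13: 100594094-100594215, intergenic) was 46.7%, 56.6%, 15.8% and 49.9% methylated in female B, female T, male B and male T cells, with 11.9 to 15.1 reads per CpG. Sema6d (2: 123754853-123754982, intergenic) was at 49.6%, 57.5%, 21.7% and 27.3% in the same order. Tfpi (2: 84505220-84505341, in an intron of Gm13710) was at 52.9%, 35.1%, 23.5% and 61.9%. Mbnl1 (3: 60489880-60490036, intronic) had the widest range of those named, 43.5 points, at only 5.75 to 10.0 reads per CpG. Ranges at 2610035D17Rik (11: 113173380-113173482), Bmf (2: 118554776-118554904), Rnf157 (11: 116394493-116394699) and Slc15a2 (16: 36770221-36770342) were 29.9, 23.0, 22.9 and 16.5 points. Eps8l1 (7: 4455449-4455558) was 96.7% methylated on average, with a range of 3.22 points. The control Dst (1: 34351196-34351359) averaged 97.4% with a range of 6.53 points, and Cdk5rap1 (2: 154354273-154354394), from the lower list, averaged 92.4% with a range of 12.6 points. Of the 9 named VM-IAPs, the ranges of Mbnl1, Sema6d, Rnf157, Marveld2, Tfpi and 2610035D17Rik exceeded the mean range that counting error would give if all CpGs shared reads, and those of Slc15a2, Bmf and Eps8l1 did not. This does not separate the elements, since single draws of counting error can exceed their mean and their spread is not given. The observed range is also that of the end with the larger range. That was the 3′ end at Mbnl1, Rnf157, Eps8l1 and the solo LTR 2610035D17Rik, and the 5′ end at the other named VM-IAPs. The study measured offspring at the 5′ LTRs of Mbnl1 and Rnf157, so the 3′ values here are not directly comparable. It also reports unlike variation at the 5′ and 3′ LTRs of full-length elements, so a 3′ level does not give that of the 5′ LTR.

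**Figure D4:**
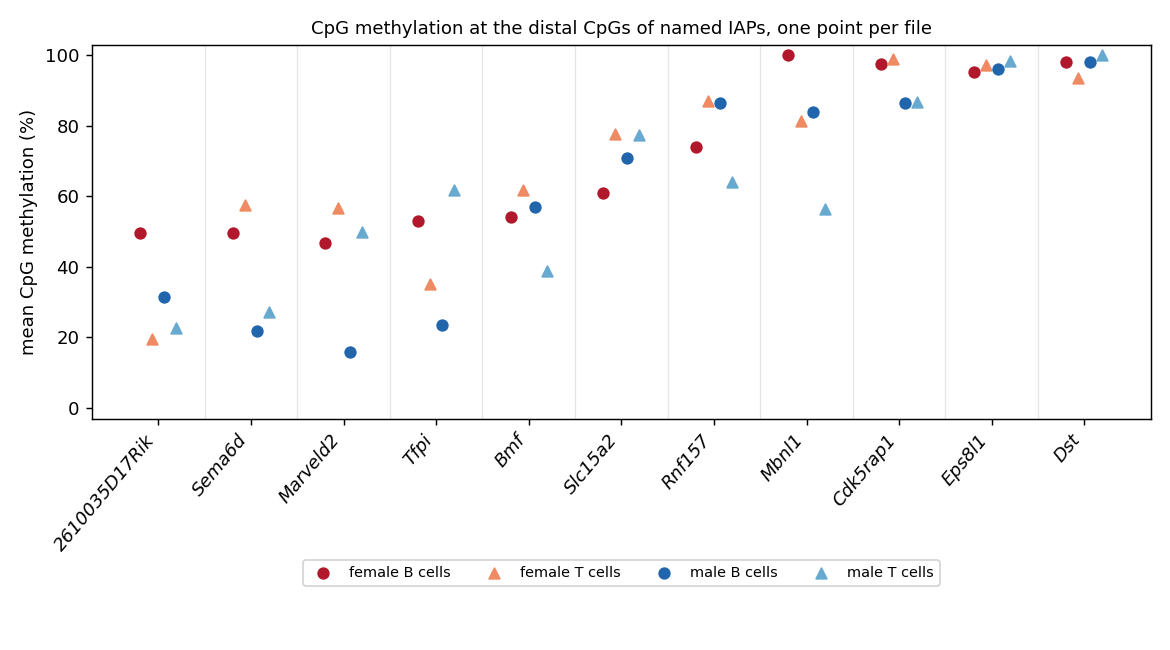
Methylation of the named IAPs in each file, as the mean percent over the CpGs used (vertical axis), ordered by mean level. Circles are B cells and triangles are T cells. Dst lies near the top in all files with a range of 6.53 points, and Mbnl1 spans 43.5 points.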

Values the study reported

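The study screened 16 datasets from B and T cells, each from the pooled cells of 4-5 mice. It took a difference of 25% between the second-highest and second-lowest level as its threshold and obtained around 100 candidate VM-IAPs. At 68 IAP-LTRs that it tested experimentally, the computed variation ranged from 5% to 64%. In that screen it found no sex-specific differentially methylated IAPs. In ear tissue of offspring, however, it reported an effect of sex at the Rnf157 element, with more methylation in males (p = 1.20e-5), and weak evidence of the same kind at the Marveld2 and Gm13849 elements. The study also tested endogenous retroviruses other than IAPs. Among these, the largest variation between individuals was at an element on chromosome 4.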

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

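All tests in this part were chosen after the result was seen, except that the contrasts themselves were planned.

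In 160 windows B minus T was 20 points or more in opposite directions in females and males, 28 of them on X. The difference was not tested, since the interaction is the residual of the model. Against this, 33229 windows moved by 20 points or more the same way in both sexes. The windows in question had a median of 35 reads per file and 3 CpGs, against 106 reads and 7 CpGs over all windows, and a median level of 70.0% against 90.9%. Low depth thus goes with them. Reads drawn independently from the additive model gave 84 such windows, and reads shared by all CpGs of a window gave 11873. The observed number lies between these. With shared reads, 46984 autosomal windows also had an interaction of 20 points or more, against 617 observed and 503 with independent reads. These values argue against full sharing over the windows as a set. Partial sharing stays open, so counting error and a sex-specific cell type difference cannot be told apart without knowing which CpGs share reads. The last remains untested.

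At 2 VM-IAPs, Tfpi (2: 84505220-84505341) and Gm5444 (13: 4942663-4942792), named because of this pattern, female minus male was 20 points or more in opposite directions in B and T cells. At Gm5444 it was -20.9 points in B cells and 47.0 points in T cells, and at Tfpi 29.5 and -26.7 points. The difference was not tested. At 4 VM-IAPs it went the same way. Among them, Gm5936 (X: 74880029-74880311) and Glra2 (X: 165666797-165666948) lie on X. There females carry an active and an inactive copy, so a sex difference need not reflect the mice pooled. Draws with no true difference gave 0.006 opposite elements on average if CpGs were read independently and 2.63 if all CpGs of an end shared reads, so counting error cannot be told apart from differences between pools of mice. If the B and T cells of a sex came from different mice, opposite directions could also arise at such elements; which mice were pooled is not stated.

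On 8 unplaced contigs, which enter no comparison, depth in male files over female files, scaled by autosomes, was between 0.535 and 0.588. The value on X was 0.587. The other 14 contigs had a median of 0.972 and none below 0.929. Without scaling, male over female depth was 1.03 on autosomes and 0.581 as the median of the 8 contigs, which argues against a lower depth of the male libraries as the cause. The 8 contigs had a median of 0.563, as sequence of X would, so they may belong to X. The group contrast behind this is sex, and no further biological explanation was tested.

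Mitochondrial CpGs also enter no comparison, and were 0.447% methylated in female B cells (Wilson 95% interval 0.413% to 0.484%), above 0.188% in female T cells, 0.249% in male B cells and 0.172% in male T cells. The excess of female B over female T cells was 0.259 points. Incomplete conversion in the female B cell library may give this, as may true methylation or nuclear copies of mitochondrial sequence, and these cannot be told apart because the files hold no non-CpG cytosines and no values of the synthetic fragments added to measure conversion. A difference between cell types or sexes was not tested.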

How the results depend on the processing

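The alternatives planned were a coverage minimum, window size, test, threshold, model term, list, measure and each file left out. Those added after seeing the data were the dispersion priors, a shared dispersion, the depth limit, differences within a cell type, unlisted LTR copies and the mean of both ends. A minimum of 1 read was not run, since the files hold no CpG under 5 reads. Of 116 alternatives over 20 results, 57 were unchanged, 5 fell below the threshold, 2 rose past it, 47 moved and 5 changed direction. Unchanged means the same direction and side of the threshold for a test, and within 1.5 times for a count. A global level or difference counts as moved once it leaves its 95% interval of counting error, which is so narrow that small shifts do so. No paired analysis was possible because the groups share no replicate numbers and have 1 file each.

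The cause was not tested where none is named. Global levels as a mean over CpGs were 80.86%, 80.71%, 80.65% and 80.60% in female B, female T, male B and male T cells, and over CpGs of 10 or more reads 80.54%, 80.03%, 79.98% and 79.99%. B minus T in females was then 0.150 and 0.515 points, and in males 0.0469 and -0.0127 points, the latter reversed. Female minus male in B cells was 0.210 and 0.559 points. In T cells it was 0.108 and 0.0306 points, both reversed.

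Counts of windows are given for B against T, sex on autosomes and sex on X in turn. A threshold of 10 points gave 84620, 221 and 2907, and 30 points gave 21016, 4 and 791, by construction. limma on log2 ratios gave 20613, 0 and 1061, with 101039 autosomal windows at an unadjusted p under 0.05 for sex. Windows of 500 bp gave 73162, 37 and 2721, and 2 kb gave 16857, 15 and 1045. Without a term for the other factor, sex gave 0 and 893 in the quasi-binomial model (29059 autosomal windows at an unadjusted p under 0.05), since the cell type difference then enters the residual. Fisher's exact test gave 8 and 1144 for sex, and 10 reads per CpG 8 and 828. With 10 reads only 1423975 autosomal and 8671 X windows were tested, against 1950708 and 67612. The lower X count thus goes with far fewer windows tested. Leaving out each file gave 41018 to 42290 for B against T, 0 in each case for sex on autosomes (21106 to 22986 at an unadjusted p under 0.05) and 398 to 722 on X. With 3 files the other factor enters the residual, and the lone file of an arm is assumed to vary like the others. The dispersion prior from all windows, the form used first, gave 24274, 0 and 974 (65244 autosomal windows at an unadjusted p under 0.05 for sex). With that prior in 500 bp windows the counts were 0, 0 and 0 (263820, 96464 and 8933 at an unadjusted p under 0.05), and its self-test at 1 kb recovered no changed window, which does not measure its power on these files, where it called windows at 1 kb. One shared dispersion gave 42084, 23 and 1848, and leaving out the deepest windows 41927, 19 and 1790. The autosomal sex calls thus depend on the test and the prior. The 0 calls without each file show nothing about any single file, since the same form of the model with all 4 files also gave 0.

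At VM-IAPs, the difference from matched regions lost significance with 10 reads per CpG (2.18 points, permutation p 0.0544) and without each file (0.492 to 1.32 points, permutation p 0.125 to 0.546). Matching within 10 points gave 2.94 points (permutation p 0.00036). The 5′ minus 3′ range became significant with 10 reads (9.77 points, exact permutation p 0.0156, n = 9), in fewer elements. The correlation between cell types reversed with 10 reads (r = -0.209, permutation p 0.0741). The LTR type difference in range ran from -4.85 to 1.18 points without each file, reversed without female T cells (permutation p 0.685), and that in level from 4.88 to 15.7 points, past the threshold without male B cells (permutation p 0.0233, over a range of 0.0233 to 0.487). The differences from control IAPs (3.71 to 17.6 points) and from flanks (3.12 to 7.25 points) kept their direction and side under all alternatives run, including the added ones within a cell type (8.45 and 4.81 points), against unlisted LTR copies (17.6 points) and as the mean of both ends (9.28 points). Lineage promoters gave 12 or 13 calls. Depth limits the element values, since an end rests on 4 to 8 CpGs of about 14.1 reads.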

Other observations

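All tests in this part were chosen after the result was seen, except the correlation between cell types, whose computation was planned.

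Female B cells had the highest pooled level, 1.14 points above female T cells. The tables argue against incomplete conversion as its cause, since the mitochondrial excess, applied to unmethylated reads, could add at most 0.0531 points. The mean depth per CpG at CpGs of at most 20% methylation, over that at CpGs of at least 80%, was 0.994 in female B cells, against 1.12, 1.09 and 1.10 in female T, male B and male T cells. With equal weight per CpG the difference was 0.150 points, and over CpGs of 10 or more reads it was 0.515 points. A candidate explanation is thus a lower yield of reads from unmethylated sequence in that library. How much of the pooled difference may come from it depends on the coverage minimum. A biological difference in female B cells stays open for the remainder.

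The 20 autosomal windows that differed between the sexes were examined for reads from elsewhere. The remaining split of the 4 files gave 7 calls, so chance differences between files may account for part of the 20, and with 3 possible splits no test is possible. No match to the assembled X or Y at 90% identity was found in 14 windows, which argues against shared reads there, though sequence missing from the assembly stays open. In the 6 windows with a match of any length, shared reads cannot be told apart from a difference at the window. X matches of 500 bp or more occurred in 3 of 20 called and 14 of 200 random windows, and Y matches of that length in 4 of 20 and 12 of 200. In 8 windows the ratio of female to male reads lay below the 2.5th percentile of autosomal windows (0.712), and all 8 were higher in females. If the surplus male reads were unmethylated, the male levels of these 8 would be predicted with a mean miss of 7.90 points, against a mean female minus male of 35.7 points. The prediction failed in B cells at 2 of them. At 4: 134160001-134161000 it gave 50.6% against 22.9% observed, and at 12: 31782001-31783000 it gave 54.9% against 79.0%. All other misses among the 8 were 13.2 points or less. Extra copies of unmethylated sequence in the male pools, or in the reads assigned there, may therefore underlie these 8 in part. They do not account for the male B cell levels at those 2 windows. For the other 12, the mean miss was 18.3 points against a mean absolute difference of 24.2 points, and 3 were lower in females, which surplus unmethylated male reads cannot give, so it is not their whole cause. The windows 4: 134160001-134161000 and 4: 134162001-134163000, in an intron of Cep85, lie inside an endogenous retrovirus. It is the element on chromosome 4, given above, that varied between individual mice. Variation between the mice pooled is thus a candidate explanation at these 2 windows. The window 15: 39174001-39175000 lies near a measured end of the VM-IAP Rims2. That end was lower in females (-12.3 points in B cells and -4.00 in T cells), and the window was higher. Whether sex or the particular mice pooled made these differences was not tested.

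The ranges at VM-IAPs were larger than at control IAPs, but draws at one level per element gave a mean range of 22.5 points if all CpGs of an end shared reads, so that partial methylation and few reads alone cannot be told apart from variation between pools by this measure. Taking the larger female minus male difference within a cell type, the excess over matched regions was 3.93 points (permutation p 1e-05, the smallest possible), so differences between cell types are not the whole cause. Matched regions have CpGs in runs of like span, and so share much of the linkage. The study left elements with cell type differences out of its list, which lowers the cell type share at VM-IAPs by construction. Yet the VM-IAP with the widest range in these files, Bex6 (16: 32200169-32200330, 47.4 points), is on the list and differed between cell types. It was at 2.79% and 6.45% in female and male B cells, against 45.7% and 50.2% in female and male T cells.

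If B and T cells of one sex came from the same mice, their levels at VM-IAPs might move together. The correlation of female minus male between B and T cells was r = 0.134 (permutation p 0.182). Counting error made up 25.7% of the mean square difference in B cells and 17.8% in T cells if CpGs were read independently, and 162% and 111% if they shared reads, so a common pool can be neither shown nor excluded.

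IAPLTR1_Mm and IAPLTR2_Mm copies found by sequence and on no list of the study numbered 609, of which 588 were measured. Their mean range was 5.97 points at a level of 96.4%. A range of 25 points or more was found at 2 of them (14: 18146699-18146813 and X: 157798029-157798150), at 12.8 and 10.8 reads per CpG, named because of that range. The first was at 97.6%, 73.1%, 95.4% and 64.0% in female B, female T, male B and male T cells, higher in B cells in both sexes, and the study left elements with cell type differences out of its list. Bex6 stayed on that list despite such a difference in these files, so this need not be why the copy is unlisted. The second was at 96.9%, 98.6%, 93.3% and 68.6%. The study's screen also used more libraries, and no explanation was tested for these copies.

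Of the 100 VM-IAPs measured, 30 had a range of 25 points or more. That is lower than the number quoted from the study above, though the measure here is highest minus lowest of 4 files.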
